A study of Sus scrofa with 9 samples. Its data were reported in "Sperm‐Derived CircRNA‐1572 Regulates Embryogenesis and Zygotic Genome Activation by Targeting CCNB2 via Bta‐miR‐2478‐L‐2" (2025).

How the data were processed

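Small RNA was sequenced from pig (Sus scrofa) oocytes arrested at metaphase of the second meiotic division (MII oocytes), from 1-cell embryos with pronuclei (PN embryos) and from mature sperm. Each of the 3 groups had 3 libraries, and all 9 libraries were labelled as untreated. Groups and replicate numbers were taken from the sample titles, and each column of the table was matched to its sample through the library name given in the sample description. The table held 0 further columns of sample values.

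The authors ligated adapters to both ends of the RNA, reverse transcribed it, amplified it by PCR and selected the products on a gel. The deposited values were estimated counts of reads per listed small RNA, marked as raw by the file headers and not normalized. Of the values above 0, 19.8% were not whole, the pattern left when a read that fits several loci is divided among them. The aligner, the miRNA caller, the reference versions, the genome build and the count filter were not stated. Coordinates were therefore not used here.

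Each row carried a miRNA name with a species prefix, and many names had suffixes that marked variants of a sequence (isomiRs). The meaning of the suffixes and of the prefix PC was not stated. The table had 1420 rows and 1313 names, of which 343 had the pig prefix (ssc), 467 the prefix of another species and 503 the prefix PC. Rows of 105 repeated names held identical values in every case and were summed by name. Only 973 rows of counts were distinct, so that some different names described the same reads. The sequences behind the names were not analysed here, so it was not tested whether each name stands for a miRNA or for a fragment of another RNA.

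Low values were listed irregularly. Over rows that shared no counts with another row, 237 of 4043 values above 0 equalled 5 reads and 28 were whole numbers below 5. Over all rows, 0 values equalled 1. A listed 0 could therefore stand for up to about 5 reads, and the fold changes against groups listed at 0 are given as lower bounds, computed against 5 reads per library.

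Library totals ranged from 289183 to 381674 counts in MII oocytes, from 422630 to 771001 in PN embryos and from 1640492 to 2455102 in sperm. The ranges did not overlap, so that depth and group could not be told apart. The smallest share these depths could show, taken as 3 counts, lay between 7.86 and 10.4 CPM in MII oocytes, between 3.89 and 7.10 CPM in PN embryos and between 1.22 and 1.83 CPM in sperm. These floors cover counting error only, since PCR copies without molecular identifiers are not independent molecules. CPM, the normalized read count used here, is the count divided by the library total of the table and scaled to a common total of 1000000.

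Counts were rounded to whole numbers and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. All 9 libraries entered one fit with group as the factor, TMM normalization, the filterByExpr filter by group (minimum count of 10) and Benjamini-Hochberg adjustment within each of the 3 contrasts. A miRNA was called at an adjusted p-value (q) under 0.05 with an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were derived from the fold change and its F statistic. The filter kept 587 names, which held 99.8% of all counts. Counts of replicate libraries were compared with a chi-square test over names with at least 20 reads in a pair. Chi-square per degree of freedom was between 2.2 and 12.7, more than sampling noise. PCR copies and divided reads also raise this value, so the test does not show that the libraries came from separate RNA samples. They were counted as separate replicates as labelled.

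The comparisons were PN embryos against MII oocytes, sperm against MII oocytes and sperm against PN embryos. The screen for miRNAs of possible sperm origin joined the calls of higher level in the first and second of these contrasts. The 4 miRNAs that the study took to luciferase assays were read from the same fits, with q over all names and over this list of 4. Closeness to the sperm profile was the Spearman rho, across names, of each MII oocyte and PN embryo library with the mean log2(CPM + 1) of the 3 sperm libraries. The rho values of the groups were compared with a two-sided exact permutation test, whose smallest possible p is 0.1 with 3 libraries against 3.

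Names given in the text followed a rule set before the data were examined. They were the 4 candidate miRNAs, up to 6 names containing miR-202 or miR-449, and the 3 most abundant miRNAs of each group. In each contrast they included the 3 called names with the largest fold change in each direction, at a mean of at least 10 CPM and with no overlap between the libraries of the groups. From the screen they included the 5 names with the highest level in sperm and no overlap in either contrast. Names outside this rule are identified as such.

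Alternatives were DESeq2 size factors within edgeR, library totals alone, the Wald test of DESeq2 1.42.0, no filter beyond 1 count, a filter of 10 counts in 3 libraries, fits of only the groups compared, and the replicate number as a block. Further alternatives summed all isomiR rows to the miRNA name, called at q alone, called at q under 0.01, and left out each library in turn. The pairing by replicate number came from the sample titles, which number the libraries 1 to 3 in each group. After the data were seen, 3 alternatives were added: each table row on its own, rows with identical counts and a total of at least 50 summed, and all libraries thinned to the smallest total with counts under 5 set to 0. The closeness measure was also computed as Pearson r and over names at 10 CPM or more in sperm.

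The fits were tested on simulated counts for the 587 names, drawn from the observed means, library sizes and dispersions, with 200 names changed 4-fold between PN embryos and MII oocytes. The edgeR fit recovered 73.5% of the changed names, and 2.0% of its calls were false. Of the 75 changed names at 100 CPM or more, all 75 were recovered. Figures were drawn with matplotlib 3.10.9.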

Results

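miRNA profiles were obtained from 3 libraries each of porcine MII oocytes, PN embryos and sperm. MII oocytes are mature unfertilized eggs, and PN embryos are fertilized eggs in which the parental genomes still lie in separate pronuclei. The libraries held from 289183 to 381674 counts in MII oocytes, from 422630 to 771001 in PN embryos and from 1640492 to 2455102 in sperm. Between 418 and 509 miRNA names were listed per MII oocyte library, between 554 and 718 per PN embryo library and between 668 and 727 per sperm library. Because depth rose from MII oocytes to PN embryos to sperm without overlap, absence from the MII oocyte libraries was judged at the shallowest depth. Of all names, 230 were listed in all 9 libraries and 214 in every sperm library but in no other library. A further 26 names were listed in every sperm and every PN embryo library and in 0 MII oocyte libraries.

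The profiles of MII oocytes and PN embryos were alike and differed from that of sperm. Across names, which are not independent replicates, the median Spearman rho between libraries was 0.936 within MII oocytes, 0.972 within PN embryos and 0.989 within sperm. It was 0.877 between MII oocytes and PN embryos, 0.245 between MII oocytes and sperm and 0.226 between PN embryos and sperm. The same miRNAs were the most abundant in MII oocytes and PN embryos. ssc-miR-205_R+1 took between 45.8% and 49.3% of the counts of each MII oocyte library and between 45.1% and 45.8% of each PN embryo library. In sperm it reached 60.5 ± 9.29 CPM (SD, n = 3). ssc-miR-21-5p_R+1 followed at 77842 ± 5913 CPM in MII oocytes and 83579 ± 970 CPM in PN embryos, and then ssc-miR-128 at 67416 ± 4571 and 59352 ± 781 CPM (SD, n = 3 each). The leading miRNAs of sperm were ssc-miR-30d_R-2 at 102656 ± 851 CPM, ssc-miR-191_R-1 at 69513 ± 1226 CPM and ssc-miR-34c at 68225 ± 2617 CPM (SD, n = 3).

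The comparison of PN embryos with MII oocytes asked which miRNAs changed in level after fertilization. Of 587 names tested, 76 were called by the edgeR quasi-likelihood test at q under 0.05 and an absolute log2 fold change of at least 1, 66 higher and 10 lower in PN embryos. The count moved most when the fold change threshold was dropped, to 148 names. The libraries of both groups did not overlap for 232 names (39.5%), where chance gives 10%. Names related to mir-6236, mir-6240, mir-2904 and mir-1260 made up 37 of the 66 higher names, and 30 of the 66 were at 3 counts or fewer in every MII oocyte library. Whether the 37 names stand for miRNAs or for fragments of other RNAs was not tested, so the calls need not be changes of miRNAs. For each contrast, 3 called names per direction are described, taken by the fitted fold change from those with no overlap between the groups and a mean of at least 10 CPM over the 9 libraries. Where a group was listed at 0, the fitted value is set by the small count that the fit adds, so these names are not ranked among themselves or against names measured in both groups. Of the higher names, mmu-mir-6236-p5_1ss12CG, PC-5p-8558_472 and mmu-mir-6240-p5_1ss1GA reached 413 ± 31.4, 344 ± 26.7 and 181 ± 14.9 CPM in PN embryos (SD, n = 3) and were listed at 0 in all MII oocyte and sperm libraries. Against the reporting floor they were at least 26.3-fold, 21.9-fold and 11.5-fold higher than in MII oocytes (edgeR, Benjamini-Hochberg q = 4.37e-05, 4.37e-05 and 1.69e-04). Of the lower names, ssc-miR-1_R+1, ssc-miR-124a_R-2 and ssc-miR-133a-3p_R+1 were listed at 0 in all PN embryo libraries. Their levels in MII oocytes were 117 ± 81.3, 53.2 ± 15.0 and 47.1 ± 7.18 CPM (SD, n = 3). These were at least 13.8-fold, 6.26-fold and 5.54-fold lower in PN embryos (edgeR q = 0.00302, 1.80e-04 and 0.00315), and each rested on at most 79 counts per library. ssc-miR-1_R+1 had 79, 29 and 14 counts in MII oocyte libraries 1, 2 and 3, so its limit of 13.8-fold leans on library 1.

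Sperm was compared with MII oocytes to find the miRNAs enriched in either gamete. Calls were made for 487 of 587 names, 248 higher and 239 lower in sperm, a balance that changed side under some alternatives. Same-numbered sperm and MII oocyte libraries deviated from their group means with a mean correlation of -0.106, and with the replicate number as a block 446 names were called, 232 higher and 214 lower. Of the higher names, hsa-miR-1246_L-1_1ss17AT, hsa-miR-1246_1ss17AT and ssc-miR-190b reached 4905 ± 586, 3801 ± 334 and 3200 ± 11.1 CPM in sperm (SD, n = 3) and were listed at 0 in MII oocytes, which put them at least 312-fold, 242-fold and 204-fold higher in sperm (edgeR q = 2.21e-07, 1.31e-08 and 1.41e-08). Of the lower names, PC-3p-3013_1576, eca-miR-1261_L+4_1ss5GC and ssc-miR-371-5p were listed at 0 in sperm. Their levels in MII oocytes were 2597 ± 91.6, 1544 ± 51.4 and 1183 ± 98.9 CPM (SD, n = 3), at least 978-fold, 581-fold and 445-fold above sperm (edgeR q = 1.44e-11, 5.73e-11 and 4.08e-10).

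Between sperm and PN embryos, 506 of 587 names were called, 228 higher and 278 lower in sperm, which also changed side under some alternatives. The 3 lower names taken by the fitted fold change were the same as against MII oocytes. Of the higher names, hsa-miR-1246_L-1_1ss17AT was at least 577-fold above PN embryos (edgeR q = 1.09e-07). pal-miR-10001-5p_1ss2AT was at 2233 ± 326 CPM (SD, n = 3) and at least 263-fold above PN embryos, where it was listed at 0 (edgeR q = 1.35e-07). It was also listed in 2 of 3 MII oocyte libraries. mml-miR-449b-3p_1ss8AG was at 709 ± 4.12 CPM in sperm (SD, n = 3), at least 83.4-fold above PN embryos (edgeR q = 1.37e-07).

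The miR-449 and miR-202 families were examined because the study cites work in cattle that links sperm miR-449b and miR-202 to embryo development. cfa-miR-449a was at 17482 ± 110 CPM in sperm, 38.8 ± 18.2 CPM in MII oocytes and 78.7 ± 20.5 CPM in PN embryos (SD, n = 3). Its log2 fold change was 8.90 ± 0.16 (SE) in sperm against MII oocytes (edgeR q = 6.22e-12) and 1.03 ± 0.28 (SE) in PN embryos against MII oocytes (edgeR q = 0.0235), and the latter call was lost under 11 of 22 alternatives. Besides mml-miR-449b-3p_1ss8AG, the names mml-miR-449a-3p_L+1R-1 and eca-miR-449b_R-4_1ss10GA were listed in sperm, at 335 ± 16.2 and 36.7 ± 1.92 CPM (SD, n = 3), and at 0 in every oocyte and embryo library. miR-202 had the opposite distribution. ssc-miR-202-5p was at 745 ± 284 CPM in MII oocytes, 655 ± 29.8 CPM in PN embryos and 15.1 ± 7.41 CPM in sperm (SD, n = 3). ssc-miR-202-3p_R+1 was at 174 ± 37.6 CPM in MII oocytes and 207 ± 47.6 CPM in PN embryos (SD, n = 3) and was listed at 0 in sperm. Neither miR-202 name differed between PN embryos and MII oocytes in the fit of all 9 libraries (edgeR q = 0.558 and 0.686). Without MII oocyte library 3, ssc-miR-202-5p was lower in PN embryos (log2 fold change -0.543, edgeR q = 0.0411).

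The study looked for RNA brought in by sperm as RNA that is high in sperm and PN embryos and not in MII oocytes. Here 33 names were called higher both in sperm and in PN embryos than in MII oocytes. They carried only 18 distinct rows of counts, because 15 names of the mir-6236 group and 6 of the mir-2904 group largely repeated the same reads. It was not tested whether these groups are miRNAs or fragments of other RNAs. At 3 counts or fewer in every MII oocyte library were 20 of the names, with 10 distinct rows of counts. Some distinct rows were in proportion to each other, so 18 and 10 are upper limits for separate sets of reads. Together the 33 names held 0.207% of the counts of PN embryos. The ratio of sperm to PN embryo CPM ranged from 0.0373 to 222 over these names, and 15 of them were higher in PN embryos than in sperm. The name with the highest sperm level was ssc-miR-425-5p, at 20091 ± 1026 CPM in sperm, 111 ± 3.47 CPM in MII oocytes and 269 ± 41.1 CPM in PN embryos (SD, n = 3). Its log2 fold change from MII oocytes was 1.19 ± 0.15 (SE) in PN embryos (edgeR q = 2.13e-04) and 7.55 ± 0.12 (SE) in sperm (edgeR q = 1.45e-12). mmu-mir-6236-p5_7 was at 728 ± 40.8 CPM in sperm and 84.6 ± 7.78 CPM in PN embryos and listed at 0 in MII oocytes. mmu-mir-6236-p3_3 and mmu-mir-6236-p5_1 shared a row of counts, at 364 ± 20.4 CPM in sperm and 42.3 ± 3.89 CPM in PN embryos. In every library this row was in proportion to that of mmu-mir-6236-p5_7. In PN embryos the counts were 18, 32 and 29.5 against 36, 64 and 59 for mmu-mir-6236-p5_7. All these names may therefore describe the same reads. pal-miR-132-5p_L+1R-2 was at 462 ± 42.1 CPM in sperm, 81.4 ± 9.21 CPM in PN embryos and 18.6 ± 20.2 CPM in MII oocytes (SD, n = 3 each), and was listed in 2 of 3 MII oocyte libraries.

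**Figure D1:**
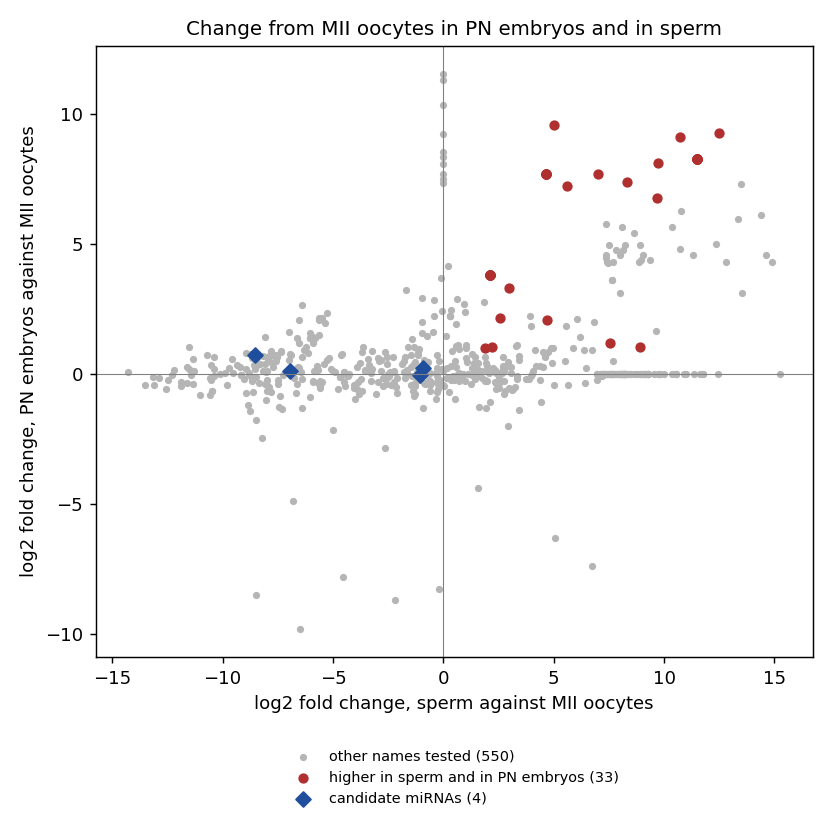
Log2 fold change of each of the 587 names tested in sperm against MII oocytes (horizontal axis) and in PN embryos against MII oocytes (vertical axis), from the edgeR fit of all 9 libraries. Red points are the 33 names called higher in both, blue diamonds the 4 candidate miRNAs and grey points the other 550 names; values far from 0 often rest on a group listed at 0 and are then set by the fit's small added count.

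The 4 miRNAs that the study paired with circRNA-1572 in luciferase assays were read in the same libraries, to ask whether their levels differed between PN embryos and MII oocytes. bta-miR-2478_L-2 was at 3663 ± 108 CPM in MII oocytes, 4216 ± 42.1 CPM in PN embryos and 27.8 ± 7.38 CPM in sperm (SD, n = 3). Its log2 fold change in PN embryos against MII oocytes was 0.13 ± 0.09 (SE), with an edgeR q of 0.345 over all names and 0.227 over the 4 candidates. By qPCR, the study reported that circRNA-1572 and CCNB2 rose from MII oocytes to PN embryos, with an inverse trend of bta-miR-2478-L-2 across stages. The libraries here showed no fall of it at this step, but qPCR relative to a reference RNA is another measure than CPM. mmu-miR-3968_L-3_1ss14AT rose from 4248 ± 162 to 7412 ± 87.6 CPM and was at 10.5 ± 1.29 CPM in sperm (SD, n = 3). Its log2 fold change was 0.73 ± 0.06 (SE), with an edgeR q of 1.07e-05 over all names and 5.86e-07 over the list. ssc-miR-125a_R-1 was at 2146 ± 157 CPM in MII oocytes, 2178 ± 74.9 CPM in PN embryos and 999 ± 87.9 CPM in sperm (SD, n = 3), with a log2 fold change of -0.05 ± 0.08 (SE) and edgeR q values of 0.791 and 0.572. ssc-miR-125b was at 19414 ± 641, 23809 ± 497 and 9905 ± 81.8 CPM in MII oocytes, PN embryos and sperm (SD, n = 3), with a log2 fold change of 0.22 ± 0.04 (SE) and edgeR q values of 0.00302 and 6.98e-04. Thus 2 of the 4 differed at q under 0.05, and 0 of the 4 reached a log2 fold change of 1. Over 22 alternatives q ran from 5.59e-19 to 9.03e-04 for mmu-miR-3968_L-3_1ss14AT and from 3.11e-04 to 0.161 for ssc-miR-125b, so the difference of ssc-miR-125b depended on the processing. At unadjusted p under 0.05, the whole contrast had 209 names. All 4 were lower in sperm than in MII oocytes, with log2 fold changes of -6.94, -8.55, -1.05 and -0.91 in the order given (edgeR q of at most 7.03e-07). By mean CPM in PN embryos they ranked 26, 15, 48 and 5 among all names.

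**Figure D2:**
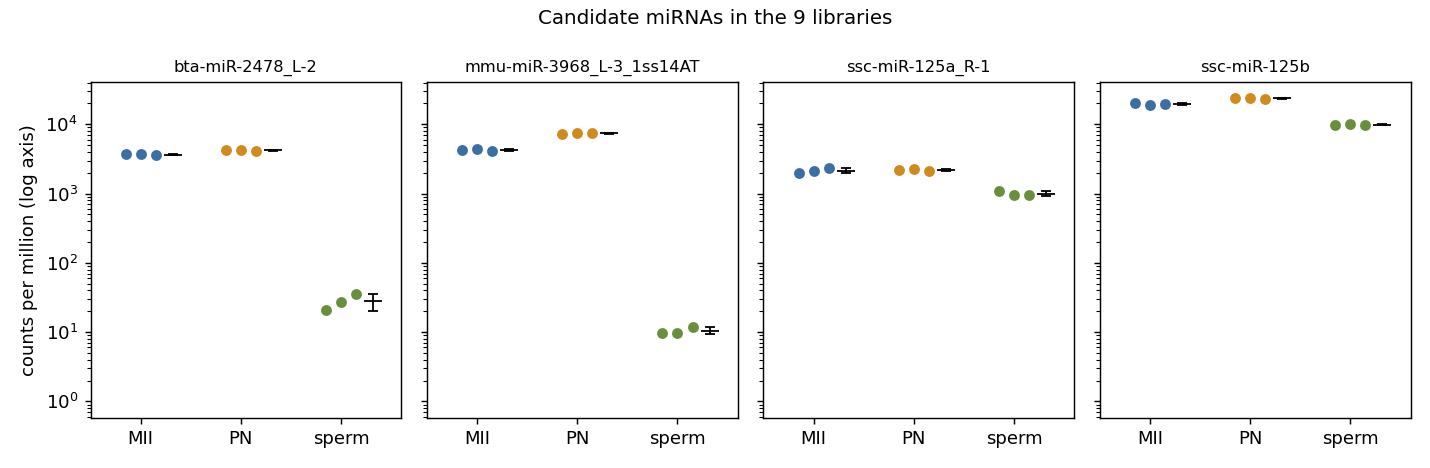
CPM on a log axis of the 4 candidate miRNAs in each of the 9 libraries; points are libraries and black bars the mean ± SD of 3 libraries per group. bta-miR-2478_L-2 lies near 3663 CPM in MII oocytes and 4216 CPM in PN embryos and near 27.8 CPM in sperm, and mmu-miR-3968_L-3_1ss14AT falls to 10.5 CPM in sperm.

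If PN embryos had gained sperm miRNAs in bulk, their profile would lie nearer to that of sperm than the MII oocyte profile does. Over 587 names, the Spearman rho with the mean sperm profile was 0.240 ± 0.016 in MII oocytes and 0.223 ± 0.0053 in PN embryos (SD, n = 3). The difference was -0.0169 (two-sided exact permutation p = 0.3, where 0.1 is the smallest possible). How small a gain this measure could show was not tested, so a gain of a small share of sperm RNA is not excluded.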

Values the study reported

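The study predicted 14 miRNAs as targets of circRNA-1572, of which the 4 read above were described as the highest in PN embryos. RNA was taken from 10 000 MII oocytes and from 10000 PN embryos collected 18 h after the start of in vitro fertilization.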

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

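For the 3 contrasts, counts of called names stayed within 1.5 times the reported counts under most alternatives. PN embryos against MII oocytes gave 50 names with the replicate block, 44 with isomiR rows summed and 148 at q under 0.05 alone, against 76. All 50 names of the block fit were among the 76. Same-numbered PN embryo and MII oocyte libraries deviated with a mean correlation of -0.035, sperm and PN embryo libraries with 0.0193. Sperm against PN embryos gave 474 names with the replicate block. Leaving out each library in turn gave from 70 to 89 names for PN embryos against MII oocytes, from 463 to 524 for sperm against MII oocytes and from 485 to 565 for sperm against PN embryos.

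The screen was the least stable result. Its 33 names became 19 when only the groups compared were fitted, 17 with the replicate block, 16 with isomiR rows summed, 52 at q under 0.05 alone and 15 at q under 0.01. All 19, 17 and 15 names of the first, second and last of these were among the 33. Of the alternatives chosen after the data were seen, summing rows with identical counts left 16 names and thinning to equal depth left 20, of which 18 were among the 33. The 9 fits that each left out one library gave from 21 to 41 names. The cause was not tested except for depth and shared reads, treated among the other observations.

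None of the 4 candidate miRNAs (0) was called in PN embryos against MII oocytes under any alternative but one: at q under 0.05 alone, 2 were called. The difference in rho with the sperm profile, -0.0169, ranged from -0.0324 to -0.00709 over the fits that left out one library. It changed sign, to 0.00578, with isomiR rows summed, and the cause was not tested. Its exact permutation p was 0.1, the smallest that the design allows, at equal depth (difference of -0.0216) and without MII oocyte library 1 (-0.0324), and larger under the other alternatives.

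The log2 fold change of ssc-miR-125a_R-1 in PN embryos against MII oocytes changed sign, to 0.0245 with library totals alone and 0.153 with isomiR rows summed, and ran from -0.0806 to 0.0317 over the 9 fits that each left out one library. Over those fits that of ssc-miR-202-5p ran from -0.543 to 0.0807 and that of ssc-miR-202-3p_R+1 from -0.0303 to 0.499. The causes were not tested, and in none of these was the name called. Without MII oocyte library 3, ssc-miR-202-5p had an edgeR q of 0.0411 but fell short of a log2 fold change of 1. Of 64 values followed for the named miRNAs, 15 changed direction or call under at least 1 alternative. The remaining 49 include mean CPM values of the most abundant miRNAs, which have no direction or call. Those means were only compared after leaving out 1 library, a check that they could not fail. Across all settings of the 64 values, 40 became weaker, 19 stronger and 6 reversed out of 1235, a total that also counts these means. The rise of cfa-miR-449a in PN embryos lost its call under 11 of 22 alternatives (edgeR or DESeq2 q from 0.00327 to 0.106), and the fall of ssc-miR-133a-3p_R+1 lost its call under the replicate block alone. In sperm, the lower level of ssc-miR-125a_R-1 against MII oocytes lost its call under 11 of 22 alternatives (log2 fold change from -1.853 to -0.8408) and that of ssc-miR-125b against PN embryos under 8 of 22 (from -1.856 to -0.9029). The q of ssc-miR-125b in PN embryos against MII oocytes ran from 3.11e-04 to 0.161 and was over 0.05 with DESeq2 size factors and without PN embryo library 2 or 3.

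The median log2 fold change of all names tested was -0.519 in sperm against PN embryos under TMM, -0.642 with DESeq2 size factors and -0.657 with library totals. It depended on the names kept. With at least 10 counts in 3 libraries it was 0.675, with 302 names higher and 253 lower in sperm, and without a filter -0.201, with 388 higher and 363 lower, against 228 and 278. With only the 2 groups fitted it was -0.146, and at equal depth -1.17. In sperm against MII oocytes, 248 names were higher and 239 lower, with a median of 0. With at least 10 counts in 3 libraries these were 320 and 216 (median 1.14), without a filter 385 and 269 (0), with only the 2 groups fitted 268 and 199 (0.773), with the DESeq2 Wald test 237 and 247 (-0.0811), with isomiR rows summed 201 and 210 (-0.172) and at equal depth 153 and 213 (-0.816). Whether more names were higher or lower in sperm than in MII oocytes or PN embryos thus depended on the processing. No scaling moved the share of higher calls by more than 10 points. Alternatives for normalized values, another pseudocount and a filter on normalized values, were not run because the table holds counts. Depth limited statements on names listed at 0, above all in MII oocytes.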

Other observations

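The tests on shared reads and on an even admixture of sperm RNA were chosen after the screen had been seen, and the remaining tests before their results. Names given in this part outside the stated rule were chosen after their values were seen.

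The 33 names of the screen may owe part of their number to one set of reads listed under several names. They held 18 distinct rows of counts, an upper limit for separate sets of reads, because some of these rows were in proportion to each other. The ratio of sperm to PN embryo CPM was 8.605 for both mmu-mir-6236-p5_7 and mmu-mir-6236-p5_1. It was 2.823 for both cja-miR-151_R+1_1 and cja-miR-151_R+1_2. Repetition thus accounts for part of the length of the list and not for all of it. Depth was the other explanation tested. After all libraries were thinned to the smallest total and counts under 5 were set to 0, a median of 17 of the 33 names stayed in the list over 20 random draws, with a range of 13 to 20. Depth did not account for the names that stayed. For those that dropped out, an effect of depth cannot be told apart from the loss of power that thinning brings. For PN embryos against MII oocytes, a median of 45.5 of the 66 higher names stayed called, with a range of 40 to 49, and depth did not account for those names either.

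With 3 libraries per group, regrouping cannot reach a share under 0.05. Of the 4 splits of the MII oocyte and PN embryo libraries that part all same-numbered pairs, 1 gave as many called names as the real one, which is the real split itself, and the others gave at most 1 name. The 6 splits that leave a same-numbered pair together gave 0 names. For sperm against MII oocytes and for sperm against PN embryos, 1 of 4 such splits, the real one, gave as many names and the others gave 0. For the screen, 1 of 4 splits gave as many names and the others at most 1.

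If PN embryo libraries held a fixed share of sperm RNA, the share implied by each miRNA would be alike, provided that its oocyte level had not changed. It was computed from the listed levels for 11 names at least 100-fold higher in sperm than in MII oocytes. For this choice of names alone, the MII oocyte level was set to at least the reporting floor. The implied share had a median of 0.229% and quartiles of 0.0284% and 0.329%, a ratio of 11.6, and 3 of the 11 names were at or below 0. Part of this spread may come from the reporting floor, since 5 reads are 6.49 to 11.8 CPM in PN embryo libraries and some names lie near it. This was not tested. mmu-miR-34c-3p_L-1_1ss16AG and ssc-miR-375 were above the floor, at 36.22 and 28.55 CPM in PN embryos. Their implied shares were -0.137% ± 0.252 and -0.0213% ± 0.113 (SE). Of the 11 names, the 2 most abundant in sperm were ocu-miR-34b-3p_1ss10CT and ssc-miR-425-5p. They gave shares of 0.963% ± 0.083 and 0.789% ± 0.119 (SE), which are alike. cfa-miR-449a, with few counts in MII oocytes, gave 0.229% ± 0.090 (SE). ocu-miR-34b-3p_1ss10CT went from 546 ± 81.1 CPM in MII oocytes to 1088 ± 7.72 CPM in PN embryos (SD, n = 3; edgeR q = 4.37e-05). At its share ssc-miR-34c, with 68225 CPM in sperm, would have reached 2046 CPM in PN embryos if its oocyte level had stayed the same. It went instead from 1403 ± 77.3 to 1114 ± 93.2 CPM (SD, n = 3; log2 fold change -0.40 ± 0.07 (SE), edgeR q = 0.00154). It stayed negative under all 22 alternatives, from -0.522 to -0.196, but q ran up to 0.39, with isomiR rows summed, and was also over 0.05 without MII oocyte library 1. The 4 names listed at 0 in MII oocytes were all below what these shares give. At the lower of the 2 shares, hsa-miR-1246_L-1_1ss17AT would have reached 38.7 CPM in PN embryos, hsa-miR-1246_1ss17AT 30 CPM, ssc-miR-190b 25.3 CPM and mdo-miR-34b-5p 21.3 CPM, above the reporting floor, and their means were 0, 2.16, 2.88 and 8.39 CPM. The values thus did not give one share for all names. Changes of oocyte levels after fertilization could also part the shares, and this was not tested. An even admixture at a smaller share than those of ocu-miR-34b-3p_1ss10CT and ssc-miR-425-5p is therefore not excluded. A selective transfer of some sperm miRNAs was not tested.

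A fall of miR-122 was also seen. ssc-miR-122-5p_R-2 was at 713 ± 76.7 CPM in MII oocytes, 36.3 ± 9.11 CPM in PN embryos and 2042 ± 21.3 CPM in sperm (SD, n = 3). Its log2 fold change in PN embryos was -4.38 ± 0.15 (SE; edgeR q = 1.85e-08), and it was lower in 3 of 3 PN embryo libraries. No explanation was tested.

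ssc-miR-451_R-1 and ssc-miR-144_R+1 were both called higher in PN embryos than in MII oocytes. They went from 102 ± 36.4 to 509 ± 35.9 CPM and from 12.2 ± 11.7 to 98.6 ± 14.3 CPM (SD, n = 3; edgeR q = 4.78e-04 and 0.0285). Both miRNAs are known markers of red blood cells, and RNA of such cells might have entered the PN embryo libraries. The third marker on the list written beforehand, ssc-miR-486, had a log2 fold change of 0.485 (edgeR q = 0.0955) and ran from 0.274 to 0.687 over the alternatives (q from 0.0360 to 0.624) and was not called at a log2 fold change of 1. The call of ssc-miR-144_R+1 was itself lost under 8 of 22 alternatives (q from 0.00512 to 0.157). Although not called, ssc-miR-486 was higher in 3 of 3 PN embryo libraries than in any MII oocyte library. The other names of these markers were higher too, ocu-miR-144-5p at 12.2 and 55.6 CPM and cfa-miR-486-3p_L-1R+1 at 0 and 3.94 CPM. That source could not be excluded, and with 3 libraries per group and few reads of miR-144 the pattern remains a hypothesis to look at again.

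ssc-miR-1_R+1 and ssc-miR-133a-3p_R+1 were seen in MII oocytes and listed at 0 in PN embryos. Muscle RNA in the MII oocyte libraries was a candidate explanation. Reads of miR-206 and miR-133b, the remaining muscle markers of the list, numbered 0 in the 3 MII oocyte libraries. At this depth and reporting floor that does not exclude it. miR-133b is not a name of the table, so it could not be looked for, and the muscle markers themselves rested on 122 and 45 counts in all MII oocyte libraries together.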
